A study of Homo sapiens with 3 samples. Its data were reported in "MAFF regulates ferroptotic sensitivity through iron homeostasis and fatty acid synthesis" (2026).

How the data were processed

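Samples and labels. RNA was collected from MDA-MB-231 cells with MAFF knockdown, and the labels name 3 replicates of this group (shMAFF replicates 1, 2 and 3). The library names in the labels combine MAFF with the letters CTL, which the labels do not explain. These letters can be read as a control, either a control of the knockdown or an untreated condition of the knockdown cells. The group was taken from the sample titles and the genotype and treatment labels, which all name the knockdown, and the values here cannot settle the doubt. If the libraries were controls, each value given for shMAFF cells would be one of control cells. Control cells (shSCR) were not analysed here, and the comparisons were limited to replicates and to genes within libraries.

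Deposited values. Per the labels and the study's methods, libraries were prepared by poly(A) enrichment and sequenced in paired-end mode on an Illumina NovaSeq instrument by a service company, which also performed the bioinformatic analysis. The aligner, the counting tool and their versions are not stated. The authors deposited FPKM (fragments per kilobase of gene length, scaled for library depth), with 1 column per library, for 58735 genes, and the authors' other measurement column is the gene length in bases. All 58735 gene identifiers, chromosomes, starts, ends and strands equal those of GENCODE release 29 on GRCh38, and the gene length equals the length of the union of all exons for 100% of genes.

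Recovery of reads. FPKM multiplied by gene length was a whole multiple of a single step in each library, for 100% of genes with a value above 0, so that the reads (or read pairs, as the unit counted is not stated) behind each value were recovered. The totals were 19983960, 18180337 and 17391815 reads. The depth denominators of the FPKM were 94.9%, 94.5% and 95.8% of these totals, so a scaling factor that is not stated was applied. Because the deposited unit is FPKM, no count model was used for levels. Counting error alone sets the limits given for low genes, since reads without molecular identifiers are not independent molecules.

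Tests. Levels are means and SD of FPKM over 3 libraries. Agreement was the Pearson correlation of log2(FPKM + 1), with a pseudocount of 1, over genes with mean FPKM of at least 1. Differences between libraries beyond counting noise were tested with a chi-square test of the recovered reads (2 degrees of freedom for 3 libraries) against shares set by the FPKM denominators, for genes with at least 30 reads in all. This test compares libraries and not conditions. For 17 pairs of genes, the within-library differences of log2(FPKM + 1) were tested with limma (lmFit with an intercept and eBayes, 2-sided). All p values were adjusted by the Benjamini-Hochberg method at a threshold of 0.05. Gene lists were compared with 10000 random lists of protein-coding genes of the same size, matched on mean expression in 20 bins for the replicate spread, with no p value. The 10 lists covered study genes, small MAF proteins and partners, ferroptosis, iron handling, fatty acid synthesis, fatty acid oxidation, lipid droplets, mesenchymal and basal markers, luminal markers and replication-dependent histones. The study genes were taken from the study. The other lists were written from general knowledge, and the ferroptosis list follows the KEGG pathway with AIFM2 included.

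Annotation. The principal transcript of a gene was the one with the best APPRIS rank in GENCODE 29, then in the basic set, then the longest. GC content was taken from its sequence, which was found for 10343 of 10345 coding genes with mean FPKM of at least 1. GC and length trends were cubic polynomials fitted to the log2 reads of each library over genes with at least 300 reads. Sequence shared between genes was counted in windows of 100 bases over all annotated transcripts.

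Naming of genes and choice of alternatives. Lists, pairs, tests and the alternatives named next were set before the data were examined. The text names genes of the lists and pairs, the 10 genes with the highest mean FPKM, and the 10 genes with the largest SD of log2(FPKM + 1) among genes with mean FPKM of at least 10. These alternatives left out each replicate, rescaled each library to a common sum (TPM), applied median-of-ratios size factors, used a pseudocount of 0.1, used minimum FPKM of 0.1 and 10 or no minimum, used Spearman correlation, raised the read minimum to 300, drew the limma prior from all genes, used an exact sign-flip permutation test and restricted list backgrounds to expressed genes. The length of the principal transcript, the removal of GC trends and the share of genes at least 1.3-fold apart were chosen after the data were seen.

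Checks on simulated data. The chi-square test, the recovery of reads, the removal of trends, limma and the list percentiles were tested on simulated data. The matched test of sense-intronic genes and the count of shared windows were not. The chi-square test called 100% of 200 genes changed by 2-fold in 1 library and 0.117% of 14520 unchanged genes, and it called 0 of 14676 genes in unchanged libraries. Reads were recovered exactly for 100% of 58735 genes. A GC trend placed in 1 library gave a dispersion ratio of 8.35, which was 1.01 after its removal. A length trend gave 3.75, which was 0.987 after its removal. Both trends were placed on the same GC content and length that the fit uses. They test the fit and not how completely a real trend is removed. For lists of 40 genes, the most abundant coding genes were at level percentile 100 and a random list at 81.4, while a list with doubled SD was at spread percentile 100 and a random list at 44.1. limma called 100% of 200 changed pairs and 0.5% of 800 unchanged pairs. Computations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1.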

Results

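To examine the transcriptome of breast cancer cells depleted of MAFF, RNA sequencing values were analysed for 3 replicate libraries of shMAFF cells, which are MDA-MB-231 cells carrying a knockdown of MAFF. MDA-MB-231 is an established human breast cancer cell line, and MAFF is a small MAF transcription factor that the study linked to ferroptosis, in which cells die when iron promotes the oxidation of their membrane lipids. The titles and genotype labels placed all 3 libraries in this one group. The library names carry the letters CTL, which the labels do not explain, so it stays in doubt whether these are knockdown or control libraries, and shMAFF below means the libraries labelled so. The shSCR control cells were not analysed here, so no value below measures an effect of the knockdown. The comparisons are between replicates, and between genes within the same libraries. The libraries held 19983960, 18180337 and 17391815 reads assigned to genes in replicates 1, 2 and 3. Protein-coding genes took 98.3%, 98.2% and 98.2% of these reads, and mitochondrial genes took 1.70%, 1.65% and 1.80%. At this depth, 3 reads on a gene of 1 kb corresponded to an FPKM of 0.158, 0.175 and 0.180, a limit that covers counting error only.

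The targeted gene was examined first. MAFF (ENSG00000185022) lies on the plus strand of chromosome 22 from 38200767 to 38216511 (GRCh38). Its principal transcript has 3 exons, with a 5′ UTR of 362 bases, a coding region of 495 bases and a 3′ UTR of 1633 bases. MAFF was detected in every library, with FPKM of 10.9, 10.8 and 10.2 from 1158, 1039 and 952 reads. The mean was 10.6 ± 0.375 FPKM (SD, n = 3), higher than or equal to 61.0% of the genes with a mean FPKM of at least 1. The reads of MAFF did not differ between the replicates by more than counting noise (chi-square test on reads, adjusted p = 0.459). The level depended on the gene length used: with the principal transcript of 2490 bases in place of the 5615 bases of the table, the mean was 23.9 ± 0.847 FPKM (SD, n = 3). Without libraries to compare them with, these values do not show whether or how far MAFF was depleted, and they do not settle the doubt over the letters CTL.

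The agreement between replicates was examined next. Of the 58735 genes in the table, 11900 had a mean FPKM of at least 1, of which 10345 were protein coding, and 31690 had no read in any library. Lowering the minimum to 0.1 gave 19323 genes. Across the 11900 genes, which are not independent replicates, the Pearson correlation of log2(FPKM + 1) was 0.993 between replicates 1 and 2, 0.989 between replicates 1 and 3, and 0.991 between replicates 2 and 3, with a mean of 0.991. The mean was lowest, at 0.977, after each library was rescaled to a common sum (TPM). The median SD of log2(FPKM + 1) over the 3 replicates was 0.072, and it was 0.043 without replicate 3. The spread was smaller for abundant genes. The median SD was 0.082 for the 7049 genes with mean FPKM from 1 to under 10, 0.061 for the 4460 genes from 10 to under 100, and 0.052 for the 391 genes from 100.

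Whether the libraries differed by more than counting noise was tested gene by gene on the reads. Of 14681 genes with at least 30 reads, 3442 (23.4%) differed between the 3 libraries at an adjusted p below 0.05 (chi-square test, Benjamini-Hochberg). The count fell most when replicate 3 was left out. Without replicate 3, 433 of 13883 genes differed, against 3168 of 13884 genes without replicate 2 and 2533 of 13774 genes without replicate 1. The dispersion ratio, which is 1 when libraries differ by counting noise alone, was 2.34 for replicates 1 and 2, 7.60 for replicates 1 and 3, and 5.74 for replicates 2 and 3. No pair of libraries was therefore a single library entered more than once, and the 3 libraries were kept as 3 replicates.

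The difference of replicate 3 followed the GC content of the transcripts. Across 10343 coding genes, the log2 ratio of replicate 3 to the mean of replicates 1 and 2 had a Spearman correlation of -0.590 with GC content, against -0.032 for the ratio of replicate 2 to replicate 1. The same ratios had correlations of 0.328 and 0.186 with transcript length. These 4 correlations are across genes, which are not independent replicates. The median ratio was 0.06 for the 2586 genes with a GC content of at most 42.2%, and it was -0.14 for the 2586 genes with at least 57.0%. After removal of the trend with GC content, an alternative chosen after the data were seen, 2001 genes differed between the libraries, and 1645 of them were among the 3442 genes above.

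**Figure D1:**
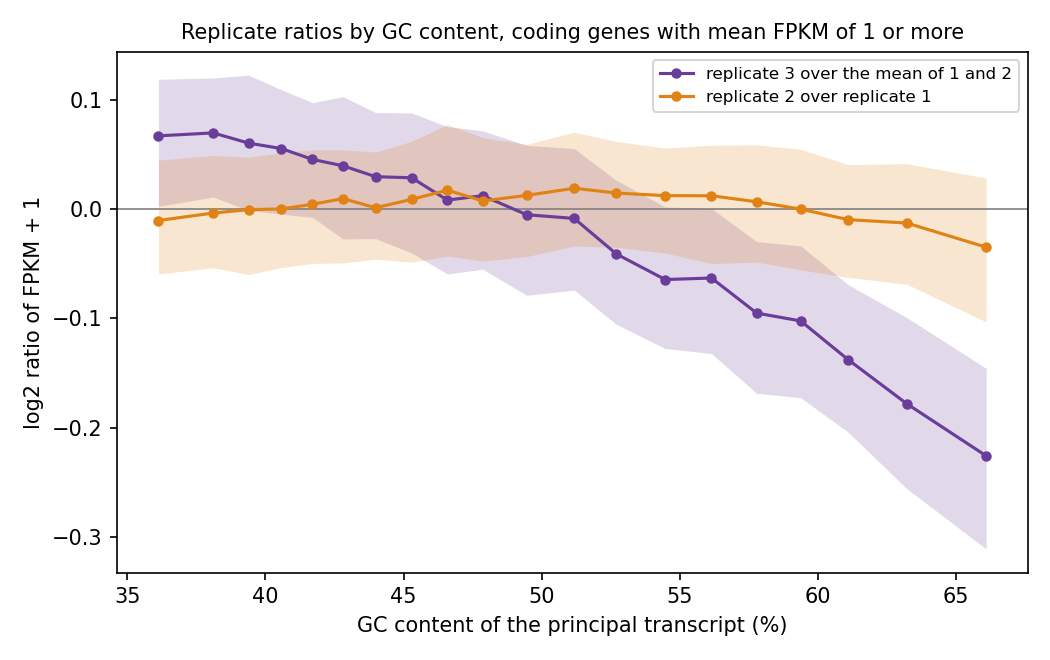
Median log2 ratio of FPKM + 1 (vertical axis) in 20 equal bins of coding genes by GC content of the principal transcript in percent (horizontal axis), for replicate 3 over the mean of replicates 1 and 2 and for replicate 2 over replicate 1, with shaded bands from the lower to the upper quartile of genes. The median for replicate 3 falls from 0.07 in the bin of lowest GC content to -0.23 in the bin of highest GC content, while the median for replicate 2 stays between -0.03 and 0.02.

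Next, genes that the study followed or only named, called study genes here, were compared. Of the 12 study genes, 11 had a mean FPKM of at least 1. Among the iron genes, TFRC, the transferrin receptor (chromosome 3, 196027183 to 196082189), was at 112 ± 6.51 FPKM (SD, n = 3). NCOA4, the receptor for ferritin breakdown (chromosome 10, 46005088 to 46030714), was at 42.5 ± 1.19 FPKM (SD, n = 3). SLC11A2, which encodes the iron transporter DMT1 (chromosome 12, 50979401 to 51028566), was at 5.16 ± 0.0585 FPKM (SD, n = 3). Among the lipid genes, fatty acid synthase FASN (chromosome 17, 82078333 to 82098332) was at 90.0 ± 7.75 FPKM (SD, n = 3), and stearoyl-CoA desaturase SCD (chromosome 10, 100347124 to 100364834) was at 48.0 ± 1.33 FPKM (SD, n = 3). The lipid droplet protein PLIN3 (chromosome 19, 4838341 to 4867768) was at 44.1 ± 5.63 FPKM (SD, n = 3). CPT2, an enzyme of mitochondrial fatty acid oxidation (chromosome 1, 53196429 to 53214197), was the lowest of the 12, at 0.865 ± 0.0558 FPKM (SD, n = 3) from 476 reads. The table divided CPT2 by 10452 bases, and its principal transcript has 3094 bases, with which CPT2 was at 2.92 ± 0.188 FPKM (SD, n = 3). The remaining study genes besides MAFF were GPX4 at 77.0 ± 7.46, SLC3A2 at 57.8 ± 1.52, ACSL4 at 23.1 ± 0.907 and SLC7A11 at 16.4 ± 1.91 FPKM (SD, n = 3).

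**Figure D2:**
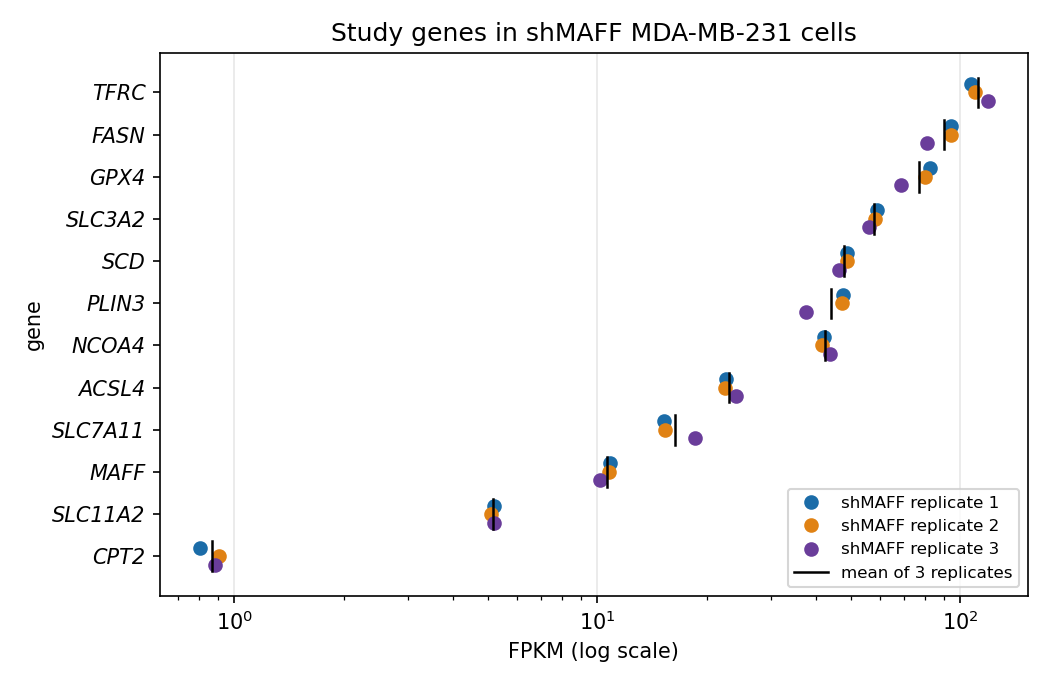
FPKM on a log axis (horizontal) of the 12 study genes (vertical), with a point for each of the 3 shMAFF replicates and a black line at their mean. CPT2 is lowest at 0.865 FPKM and TFRC is highest at 112 FPKM, and the replicate 3 points of PLIN3, GPX4, FASN and SLC7A11 lie apart from those of replicates 1 and 2.

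Of the 12 study genes, 5 differed between the replicates by more than counting noise with adjustment over all genes tested, and 7 did when adjusted over the list alone. The 5 genes were FASN, PLIN3, TFRC, SLC7A11 and GPX4. The log2 ratio of replicate 3 to the mean of the others was -0.22 for FASN, -0.32 for PLIN3, -0.24 for GPX4, 0.14 for TFRC and 0.27 for SLC7A11. After removal of the GC trend the ratio was 0.02 for FASN and -0.05 for GPX4, and neither differed further (chi-square test, adjusted p = 0.117 and 0.551), while PLIN3, TFRC and SLC7A11 still differed (adjusted p = 1.54e-05, 1.70e-07 and 5.16e-07). SCD differed only after the removal (adjusted p = 0.0335, against 0.111 before).

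To place the measured levels in order, 17 pairs of related genes were compared within each library using limma. All 17 pairs differed, in the same direction in 3 of 3 replicates, at adjusted p values from 2.58e-15 to 1.28e-05. Drawing the limma prior from all genes gave weaker adjusted p values, from 2.76e-07 to 0.00235. With 3 libraries an exact sign-flip permutation test cannot give a p below 0.25, so the calls rest on the spread that limma shares between pairs. Differences are on the log2(FPKM + 1) scale, which understates those of low genes. For iron, TFRC exceeded SLC11A2 by 4.19 ± 0.05 (SE, n = 3 libraries) and NCOA4 exceeded SLC11A2 by 2.82 ± 0.04. The ferritin light chain FTL, the most abundant gene of the table at 3857 ± 44.3 FPKM (SD, n = 3), lay 14.5-fold above the heavy chain FTH1 at 265 ± 23.4 FPKM (SD, n = 3), a log2 difference of FTH1 to FTL of -3.86 ± 0.06. Of the 100-base windows of the FTH1 transcript, 20.2% also occur in another annotated gene, so its level is uncertain. For fatty acids, CPT1A exceeded CPT2 by 3.26 ± 0.05, FASN exceeded SCD by 0.89 ± 0.05, and SCD exceeded SCD5 by 2.57 ± 0.05. For the defence against lipid peroxides, GPX4 exceeded AIFM2 by 2.67 ± 0.05, and SLC7A11 was below its partner subunit SLC3A2, with a difference of -1.76 ± 0.07.

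Some of these orders depended on gene length. The table divides by the length of all annotated exons of a gene, which for expressed coding genes has a median of 140% of the principal transcript. With the length of the principal transcript, 14 of the 17 pairs kept their direction and their call. The size of the difference still changed in some of the 14. SLC7A11 against SLC3A2 widened from -1.76 to -3.01, and CPT1A against CPT2 narrowed from 3.26 to 2.50. SCD against FADS2 changed from 1.35 ± 0.05 to -0.21 ± 0.05, and MAFK against MAFF changed from 0.41 ± 0.05 to -0.31 ± 0.06. PLIN3 against PLIN2 changed from 1.07 ± 0.08 to 0.01 ± 0.07 and no longer differed (limma, adjusted p = 0.919). The order of SCD/FADS2, MAFK/MAFF and PLIN3/PLIN2 thus depended on the length used.

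**Figure D3:**
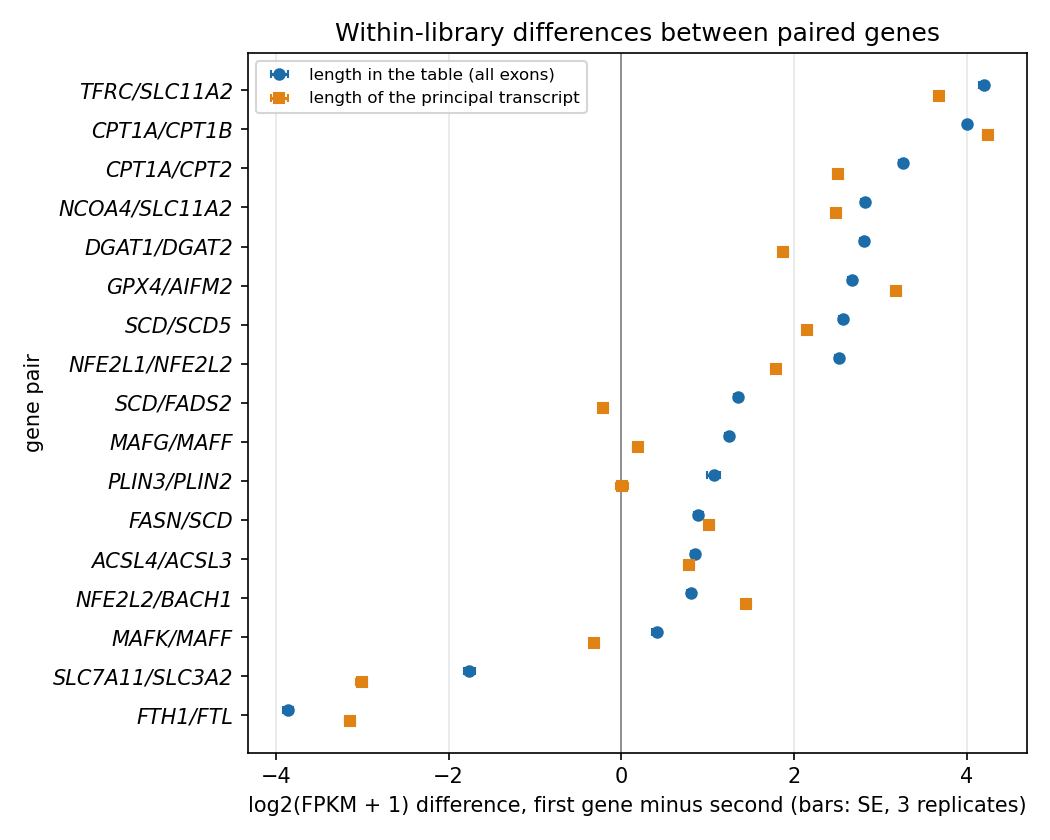
Difference in log2(FPKM + 1) between the first and the second gene (horizontal axis) for 17 gene pairs (vertical axis), as the mean of 3 libraries with SE bars from limma, with the gene length of the table and with the length of the principal transcript. With the length of the principal transcript SCD/FADS2 and MAFK/MAFF cross 0 to -0.21 and -0.31, and PLIN3/PLIN2 moves to 0.01.

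The other small MAF proteins and their partners were also measured. MAFG was at 26.5 ± 0.676 FPKM and MAFK at 14.5 ± 1.71 FPKM (SD, n = 3). MAFG exceeded MAFF by 1.25 ± 0.05 (SE, n = 3 libraries) on the log2 scale, or by 0.19 ± 0.05 with the principal transcripts. Of the partners, NFE2L1 was at 77.9 ± 0.516, NFE2L3 at 47.8 ± 2.47, NFE2L2 at 12.8 ± 0.400 and the repressor BACH1 at 6.87 ± 0.0435 FPKM (SD, n = 3). KEAP1, which binds the product of NFE2L2, was at 57.6 ± 2.70 FPKM (SD, n = 3). BACH2 was at 0.221 ± 0.0458 FPKM (SD, n = 3), and NFE2 had 3 reads in all, at the limit of detection.

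To compare pathways with the run of genes, each list was set against 10000 random lists of protein-coding genes of the same size. The median of the 41 ferroptosis genes was 13.5 FPKM, and the level of the list was at percentile 100. The 27 fatty acid synthesis genes had a median of 8.66 FPKM at percentile 99.7, and the 26 fatty acid oxidation genes had a median of 5.26 FPKM at percentile 95.8. Against lists of expressed coding genes, with members under a mean FPKM of 1 left out, the percentiles were 99.7, 94.0 and 15.7 for ferroptosis, fatty acid synthesis and fatty acid oxidation. Of the 26 fatty acid oxidation genes, 23 had a mean FPKM of at least 1. The 27 iron handling genes, 15 of which are also in the ferroptosis list, were at percentile 99.99. The 31 lipid droplet genes were at 99.6, the 10 small MAF and partner genes at 99.2 and the 12 study genes at 100. These lists, and the marker and histone lists that follow, were not set against expressed coding genes only. Their percentiles therefore do not separate a high level from mere detection. The study chose some of its genes by RNA sequencing of shSCR and shMAFF cells, so a high rank of the study genes carries little weight. The 8 mesenchymal and basal markers had a median of 81.7 FPKM at percentile 100, and the 11 luminal markers had a median of 2.37 FPKM at percentile 65.4. In ESR1, PGR and CDH1 no more than 3 reads were found over the 3 libraries. Of the 35 replication-dependent histone genes 33 were matched, with a median of 0.813 FPKM at percentile 36.1. Members ranged widely: 14 of the 33 had a mean FPKM of at least 1, and HIST1H1C was at 348 ± 9.37 FPKM (SD, n = 3).

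The replicate spread of the lists was compared in the same way. For ferroptosis, the 33 expressed members had a median SD of 0.053, against 0.061 for random lists matched on mean expression, at percentile 15. This percentile was 55.2 without replicate 1. Among the 10 lists the percentile was lowest for iron handling, at 1.34, where the median SD was 0.039 against 0.062 for matched lists. It was highest for the luminal markers, at 96.7, where the median SD was 0.111 against 0.070. The percentiles of the other lists lay between 12.6 and 91.3. The random lists were not matched on GC content, which the difference of replicate 3 followed. With the GC trend removed, genes that differed between replicates fell from 3 to 1 of 8 luminal markers tested. They fell from 7 to 5 of 22 iron handling genes tested. The lowest and highest percentiles were not repeated without each replicate, so they are not shown to be properties of these lists. Between replicates, 11 of 35 ferroptosis genes with at least 30 reads differed by more than counting noise with adjustment over all genes tested, and 12 did when adjusted over the list alone.

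The most abundant genes were FTL, the mitochondrial genes MT-CO1, MT-CO2, MT-ND3, MT-CO3, MT-ND4L and MT-ATP6, and EEF1A1, TMSB10 and ACTB. Their mean levels ranged from 1563 FPKM for MT-ATP6 to 3857 FPKM for FTL. Among genes with a mean FPKM of at least 10, the 10 with the largest replicate spread were MT-TG, AC009299.2, SNORD101, AC107308.1, MIR1254-1, MTX1P1, SPCS2P4, LSM12P1, SNORA33 and SNORD99. None of these was a protein-coding gene: 3 were snoRNAs and 3 were processed pseudogenes. Their SD of log2(FPKM + 1) ranged from 0.57 for SNORD99 to 0.90 for MT-TG, which had 60 reads over the 3 libraries. Counting noise is large at such depths. The snoRNAs, MT-TG and MIR1254-1 are 68 to 130 bases long, so few reads gave an FPKM of at least 10. In poly(A)-enriched libraries, their reads cannot be told apart from those of longer transcripts of the same region. SNORD99, with 50 reads, did not differ between the replicates by more than counting noise (chi-square test, adjusted p = 0.244). SNORD101, with 50 reads, did not after removal of the GC trend (adjusted p = 0.0848, against 0.0362 before). The other genes of the 10 differed by more than counting noise both before and after this removal. Their adjusted p before it ranged from 7.21e-19 for MTX1P1, with 589 reads, to 0.0130 for MT-TG (chi-square test). After it, they ranged from 5.80e-18 for LSM12P1, with 961 reads, to 0.0330 for MT-TG. Pseudogenes share sequence with their parent genes, so their reads are uncertain.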

Values the study reported

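The study reported paired-end sequencing of 150 bp. Genes with a significant change of at least 1.3-fold upon MAFF knockdown were combined with binding data. This gave 1806 downregulated and 1866 upregulated genes as direct targets of MAFF.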

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

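The 17 gene pairs kept their direction and stayed past the threshold under TPM, size factors, a pseudocount of 0.1, the prior from all genes and each fit without 1 replicate. The exact sign-flip permutation test called 0 of 17 pairs because 3 libraries allow no p below 0.25. With principal transcript lengths, MAFK/MAFF (-0.31) and SCD/FADS2 (-0.21) reversed and PLIN3/PLIN2 lost its call, by construction of the length. MAFF was at 23.9 FPKM with that length and at 38.7 after rescaling to TPM, which multiplies every gene of a library by one factor. Of the 20 other small MAF, partner and study genes, 16 moved by more than 1 SD with that length.

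Leaving out 1 replicate gave MAFF from 10.5 to 10.8 FPKM and from 11867 to 11924 expressed genes. Rescaling to TPM gave 15717 expressed genes against 11900, and a minimum FPKM of 0.1 gave 19323. Mean correlations ranged from 0.988 to 0.993 across the 3 fits that each left out one replicate. They were 0.977 after rescaling, 0.979 with a pseudocount of 0.1 and 0.994 for genes with FPKM of at least 10. The replicate spread ranged from 0.043 (without replicate 3) to 0.072 across such fits and was 0.101 after rescaling. Rescaling to TPM raises every value, so that the pseudocount and the minimum of 1 weigh less and more low genes enter, by construction. The cause of the other shifts in correlation and spread was not tested.

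With all 3 libraries, 3442 genes differed between libraries, against 3447 with size factors, 3359 for genes with at least 300 reads and 2001 with the GC trend removed. In the fits that each left out one replicate, which compare a pair of libraries, the number ranged from 433 (without replicate 3) to 3168 (without replicate 2).

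List levels fell when members and background were both limited to expressed genes, to 99.7 for ferroptosis, 94.0 for fatty acid synthesis and 15.7 for fatty acid oxidation. The median of the 23 expressed oxidation genes thus lay below that of most random lists of expressed coding genes. Fatty acid synthesis ranged from 99.5 to 99.8 across fits that each left out one replicate. The percentile of the ferroptosis spread ranged from 18.2 to 55.2 (without replicate 1) across such fits and was 36.0 with size factors; the cause was not tested. With 3 libraries its rank is loosely set.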

Other observations

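The tests of intronic RNA and of the FPKM denominator were chosen only after the values they measure, or the pattern, had been seen. No biological explanation was tested, since all libraries belong to one group.

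Replicate 3 differed from replicates 1 and 2 with a dispersion ratio of 7.60 against replicate 1 and 5.74 against replicate 2, compared with 2.34 between replicates 1 and 2. The tables argue against sequencing depth as the cause, since the ratio of replicates 1 and 3 was 7.26 after all libraries were thinned to the depth of the smallest. They argue against a few abundant genes, since it was 7.04 without the 100 most abundant genes. They argue against transcript length alone, since it was 6.48 after removal of the length trend. GC content was related to the difference and accounted for 31.5% of the variance of replicate 3 among genes. The GC trend fitted to principal transcripts was not the whole cause. An effect of GC content that this fit does not capture was not tested. The ratio of replicates 1 and 3 was 5.15 after removal of the GC trend and 4.42 after removal of both trends. For replicates 2 and 3 the ratio fell further, to 3.39 and 3.20. The ratios of replicates 1 and 2 after the same removals were 2.30 and 2.10. A candidate explanation that stays open is a larger share of unspliced or nuclear RNA in replicate 3. The 89 sense-intronic genes had a median log2 excess of 0.22 in replicate 3 over coding genes of the same abundance and GC content, above the range from -0.09 to 0.09 that held 95% of 1000 matched sets of coding genes, and 68.5% of them lay above their matched genes. The match did not include length. Differences in culture, RNA quality or library preparation may also contribute and were not tested.

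The 1.3-fold threshold used in the study was set against the spread of these replicates, a comparison chosen after the data were seen. Of 11900 genes with mean FPKM of at least 1, 1781 (15%) had a highest replicate at least 1.3-fold above the lowest, against 7.87% from counting noise alone in 20 simulations. The share was 22.2% for genes with mean FPKM from 1 to under 10 and 2.81% for genes from 100. It was 12.4% after removal of the GC trend and 4.51% for genes with mean FPKM of at least 10. Between pairs of replicates it was 6.24% for replicates 1 and 2, 10.6% for replicates 1 and 3, and 8.89% for replicates 2 and 3. None of the 12 study genes reached this fold between replicates. These shares concern single libraries, and a comparison of group means with a test would have a smaller error. The study also required its changes to be significant, a condition that these shares leave out.

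The depth denominators of the FPKM were smaller than the reads of the table. A denominator formed from a subset of the reads would be a whole number, and the closest of the 3 was 0.228 away from one. Scaling factors set within these 3 libraries would multiply to 1, and their product was 0.859. Factors set together with libraries that were not analysed here stay open. Within a library this factor is shared by all genes and changes no ratio of FPKM between genes. It can shift differences of log2(FPKM + 1), because the pseudocount is not scaled with it.

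FTL was 14.5-fold above FTH1. The gene length used for FPKM was not the whole cause, since FTL was still 8.80-fold above FTH1 with principal transcripts. Reads shared with pseudogenes were not the whole cause either, since only 20.2% of the 100-base windows of FTH1 occur in another annotated gene. The 25 FTH1 pseudogenes named in the table held 319 reads, or 1.12% of the reads of FTH1. Reads dropped because they matched several places could not be counted from the table, and this stays open for the shared part of the transcript.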
